# Genome-wide siRNA screen of genes regulating the LPS-induced NF-κB and TNF-α responses in mouse macrophages

**DOI:** 10.1038/sdata.2017.8

**Published:** 2017-03-01

**Authors:** Ning Li, Samuel Katz, Bhaskar Dutta, Zachary L. Benet, Jing Sun, Iain D.C. Fraser

**Keywords:** Microarray analysis, Inhibitory RNA techniques, Toll-like receptors, High-throughput screening, Systems biology

## Abstract

The mammalian innate immune system senses many bacterial stimuli through the toll-like receptor (TLR) family. Activation of the TLR4 receptor by bacterial lipopolysaccharide (LPS) is the most widely studied TLR pathway due to its central role in host responses to gram-negative bacterial infection and its contribution to endotoxemia and sepsis. Here we describe a genome-wide siRNA screen to identify genes regulating the mouse macrophage TNF-α and NF-κB responses to LPS. We include a secondary validation screen conducted with six independent siRNAs per gene to facilitate removal of off-target screen hits. We also provide microarray data from the same LPS-treated macrophage cells to facilitate downstream data analysis. These data provide a resource for analyzing gene function in the predominant pathway driving inflammatory signaling and cytokine expression in mouse macrophages.

## Background & Summary

Toll-like receptors (TLR) are a major class of pattern recognition receptors that serve as the primary sensors of microbial stimuli in innate immune cells^1–3^. Due to their centrality in the host system’s response to microbial infection and the critical importance of the regulation and modulation of this response, cells with activated TLR receptors have been the target of genetic perturbation screens^4^, including several that have employed RNAi technology^5–8^. However, due to the challenges of efficient small RNA delivery as well as the non-specific immune response to dsRNA that can be induced by the application of the siRNA technology to innate immune cells^9–11^, genome-wide siRNA perturbation studies have broadly been limited to screens using fibroblast and mesenchymal cell lines or have used the recently developed CRISPR/Cas9 perturbation technology^12^. Given the immune specificity of its response and the complex known and unknown effects of various perturbation methods^13–15^, critical insights stand to be gained by studying the activation of TLR responses in hematopoietic differentiated cells under diverse genome-wide screening conditions. To address the absence of genome-wide siRNA screens in innate immune cells we set up a screen utilizing a screening platform we previously reported^16^, which uses a cloned mouse macrophage cell line containing dual assay readouts of NF-κB activation and a TNF-α transcriptional reporter, and stimulated these cells with lipopolysaccharide (LPS), a primary activator of the TLR4 receptor^1,17^. The TLR4 signaling pathway is the most heavily studied of the TLR family receptor pathways with an established central role in the host’s primary response to infection, and clinical significance in cases such as sepsis and endotoxemia^18,19^. Our screen provides a comprehensive genome-wide siRNA study of TLR4 response to LPS with dual readouts, demonstrating the effect of each gene’s perturbation by siRNA on two different downstream effectors of the inflammatory response; allowing for comprehensive, comparative, and dynamic analysis of the regulation of this critical pathway.

The screens used a library of siRNA SMARTpools, containing 4 siRNAs targeting 16,870 of the genes in the mouse genome. Two parallel screens were performed to enable different recording time points for the assay readouts of initial NF-κB activation and subsequent TNF-α transcriptional reporter activity. Following two days of transfection with siRNA, the cells in both sets of plates were stimulated with LPS. To correspond with the relevant time of observed peak activation, cells designated for the recording of NF-κB activation were fixed for imaging after 40 min incubation with LPS, while cells designated for the recording of TNF-α transcriptional reporter activity were fixed after 16 hours incubation with LPS. The two readouts were evaluated using high-content imaging analysis; the ratio of nuclear to cytosolic RelA translocation for NF-κB activation, and mCherry fluorescence intensity for the TNF-α transcriptional reporter. Wells with low cell numbers identified gene targets broadly effecting cell viability. Following standardization, novel hits from both assays were selected for a secondary screening assay where six individual siRNAs from two different vendors were used to facilitate removal of off-target hits from the primary screen. The readouts were analyzed as in the primary screen, with the results normalized to the relevant negative controls.

The two primary screening assays identified 717 positive and 44 negative regulators of NF-κB activation and 796 positive and 299 negative regulators of TNF-α induction. Bioinformatic analysis of these candidate genes prioritized 260 novel NF-κB regulators and 352 novel TNF-α regulators for secondary screening. The secondary screen identified 82 robust novel regulatory candidates for the LPS response in mouse macrophages, 64 of these gene targets showing effects on both the NF-κB and TNF-α readouts. Our screen thus provides a comprehensive dataset of putative regulators of the TLR4 response in innate immune cells, and can be used to validate and supplement results from similar studies done in other cell types, and also as a comparative analysis of studies using different perturbation technologies. The dual readouts from our reporter cells also provide a dynamic readout of putative regulators that, through more complex computational analysis, could illuminate the hierarchical regulatory architecture of the TLR4 signaling pathway.

## Methods

### Generation of RAW G9 reporter cell line for screening

While the generation of the RAW G9 reporter cells with dual readouts for NF-κB activation and TNF-α transcriptional reporter activity has been described previously^16,20^, we summarize the main features of the reporter cells again here. We constructed a lentiviral plasmid expressing dual gene cassettes for NF-κB and TNF-α assay reporters (Fig. 1a,b). The NF-κB reporter included the mouse *Rela* promoter driving a GFP fusion of the mouse *Rela* gene. The TNF-α reporter included the mouse *Tnf* promoter driving expression of the mCherry red fluorescent protein fused to a destabilizing PEST sequence to provide a dynamic readout for *Tnf* promoter activity. Lentiviral particles were generated and used to infect RAW264.7 cells as described previously^21^. Single cell clones were isolated and screened for optimal nuclear translocation of GFP-RelA and increase in mCherry fluorescence in response to LPS (Fig. 1c,d). To address the challenges of small RNA delivery to macrophages and non-specific innate responses to dsRNA, we targeted the stably expressed GFP reporter gene to develop efficient siRNA delivery protocols for maximal target gene silencing with minimal activation of the innate macrophage response to nucleic acids^16^.

### Cell culture and TLR ligand stimulation

RAW G9 cells were maintained in DMEM, 10%FBS, 20 mM Hepes, and 2 mM glutamine. A large batch of low passage RAW G9 cells sufficient for the entire screening process were prepared and frozen together. A new batch of cells were thawed each week throughout the screening process, and each batch were cultured for exactly 14 days prior to siRNA transfection, to ensure the same cell passage number was used for every experiment in the screen (Fig. 1e). LPS was from Alexis Biochemicals, Salmonella minnesota R595 TLRgrade, ALX-581-008-L002.

### High throughput siRNA screening

#### Overview

The genome-wide siRNA screens were run in 384-well format with duplicates of each siRNA plate prepared to measure the two different reporter readouts from the RAW G9 cells^16^: NF-κB activation measured by nuclear translocation of GFP-tagged RelA protein, and TNF-α transcriptional activation measured by murine *Tnf* promoter driven mCherry expression (Fig. 1f). We used the Dharmacon siGENOME siRNA mouse library, containing a single SMARTpool of 4 siRNAs targeting each of 16,870 genes across 55 plates. Replicate plates were run in successive weeks, and passage matched cells were used throughout the screening process to minimize cell line variability. Plates were prepared with siRNAs against target genes in columns 3-22, with controls (at least 3 wells each) in columns 1, 2, 23 and 24. siRNA concentration throughout the primary and secondary screens was fixed at 100 nM, previously identified as optimal for the RAW G9 cell line^16^. Negative controls included transfection lipid alone, non-targeting control (NTC) siRNA pools NTC2 and NTC5, and siRNA targeting the cyclophilin B gene (*Ppib*). Positive control target genes were chosen from the canonical TLR4 pathway across a range of expected phenotypic strength; *Tlr4, Myd88, Irak1* and *Ikbkg*. All cell plating and liquid handling steps were conducted with a Multidrop dispenser (Thermo Fisher) and EL406 plate washer/dispenser (Biotek). Plates were imaged on a BD Pathway 855 high content imager and images analysed with Attovision software.

### Screening reagents.

Dharmacon siGENOME siRNA mouse library (G-014650-02; G-013500-02; G-013600-02; G-015000-02).

Custom Ambion siRNA library (secondary screen).

Custom Qiagen siRNA library (secondary screen).

Negative control siRNAs (Dharmacon); NTC2 (D-001210-02), NTC5 (D-001210-05), *Ppib* (D-001136-01).

Positive control siRNAs; *Tlr4 (M-047487-01), Myd88 (M-06307-00), Ikbkg (M-040796-01), Irak1* (M-040116-01), custom siGFP siRNA^16^.

Imaging plates (BD Falcon, REF 353962).

Transit TKO transfection reagent (Mirus, MIR 2156).

Dulbecco’s phosphate buffered saline (DPBS) (Gibco, 14190-144).

DMEM (Lonza, Cat#: 12-614F).

Fetal bovine serum (GermCell, 100-500).

Hepes (Corning, 25-060-CL).

L-glutamine (Lonza, 17-605E).

LPS (Alexis Biochemicals, Cat# ALX-581-008-L002).

Hoechst 33342 (Invitrogen, H3570).

Paraformaldehyde, 16% solution (Electron Microscopy Sciences, 15710).

#### Day 1: siRNA transfection

All siRNAs were pre-arrayed in 384-well plates with 2 μl of a 2.5 μM master stock. To each well, 8 μl of DPBS containing 0.2 μl of Transit TKO was added and plates were shaken for 1 min to generate a homogenous siRNA/lipid suspension for the subsequent reverse transfection of cells. After 20 min of incubation at room temperature, a 40 μl suspension of 5,000 cells in growth media was added to give a final siRNA concentration of 100 nM. Cells were incubated at 37 °C/5% CO_2_ for 48 h.

#### Day 3: LPS stimulation and NF-κB reporter imaging data collection

The media on the cells was changed to 40 μl fresh complete growth medium containing 10 ngml^−1^ LPS, apart from control wells run with no LPS stimulation, which received media alone. At this stage, Hoechst nuclear stain was also added to all wells to a final concentration of 0.6 μgml^−1^. After 40 min of incubation, cells in the NF-κB readout plates were fixed with 4% paraformaldehyde for 10 min, washed, and then maintained in DPBS until imaging. Incubation was continued overnight for the cells in the TNF-α readout plate.

#### Day 4: TNF-α reporter imaging data collection

After 16 h of incubation with 10 ngml^−1^ LPS, cells in the TNF-α readout plates were fixed with 4% paraformaldehyde for 10 min, washed, and then maintained in DPBS until imaging.

#### Image analysis

The NF-κB and TNF-α readout plates were imaged using a BD Pathway 855 bioimager (BD biosciences). Two imaging fields were collected from each well with a 20×objective using Laser Autofocus, providing imaging data for approximately 300-400 cells per well. Exposure times were as follows: Hoechst nuclear stain=0.25 s, GFP channel=0.2 s, mCherry channel=0.3 s. BD AttoVision software was used to automatically identify and quantify Hoechst-stained cell nuclei, GFP-p65 fluorescence and mCherry fluorescence. For both the GFP and mCherry channels, background signal was calculated from regions of the imaging field between cells and was automatically subtracted from the reporter signal using the BD AttoVision software. GFP signal intensity located within the area of the nuclear stain (eroded by 2 pixels) was defined as nuclear NF-κB, while GFP within a 2-pixel-wide ring outside the nuclear staining was defined as cytosolic NF-κB. The 2-pixel cytosolic ring was set 1 pixel outside of the nuclear region. For determination of NF-κB translocation, the ratio of nuclear to cytoplasmic GFP-p65 intensity was calculated using BD Image Data Explorer software. For mCherry expression, nuclear mCherry was quantified using the same method as for NF-κB, and the average mCherry intensity was used as a measure of TNF-α promoter activity. Cell number was also recorded from each well imaging field as a measure of cell viability.

#### Data analysis

For the primary siRNA screen, data was first normalized on a per-plate basis to the intra-plate median. We then standardized the values for each replicate experiment using the robust z-score calculation^22^. We evaluated the correlation between replicate plates (Fig. 2a), and set a minimal correlation (Spearman rank) of 0.55. If plates did not meet this reproducibility threshold, plates were repeated until higher correlation was observed.

### siRNA screen hit selection

#### Primary genome-wide screen.

##### Analysis

Upon completion of the primary screen, we first evaluated the average cell number per field and set a minimum threshold of 50 cells per well to remove genes whose knockdown had a substantial effect on cell viability in both screen replicates (Fig. 3a, Data records 1 and 2; LowCellCount field). The primary screen data distribution histograms showed normally distributed data for both readouts. Boxplots of the screen samples against controls are shown in Fig. 2b. The mean of the robust z-score from replicate samples was taken as the final score for each gene. We also performed a 2-sided students t-test on the replicate data for each gene to generate an associated *p*-value for each gene, and volcano plots of screen scores versus −log *P*-value are shown for NF-κB (Fig. 3b) and TNF-α (Fig. 3c). We chose the median score for the TLR4 siRNA control (−1.56 for NF-κB and −1.3 for TNF-α) as the threshold for putative positive regulators of the LPS-induced NF-κB and TNF-α activation. Robust z-scores of ≥3.3 and ≥3.0 were chosen for putative negative regulators of the NF-κB and TNF-α readouts respectively. This initially identified a set of 717 positive (Fig. 3b, G1 group), and 44 negative (Fig. 3b, G2 group) regulators of NF-κB, and 796 positive (Fig. 3c, G3 group), and 299 negative (Fig. 3c, G4 group) regulators of TNF-α. These genes were then subjected to an informatics analysis workflow using Ingenuity Pathway Analysis (IPA) software which considered their known links to the TLR4 pathway and/or NF-κB activation, along with the *p*-value calculated from their replicate robust z-scores (Fig. 3d). This identified a putative hit list of 688 genes (Fig. 3d, red boxes). This group included 48 genes identified from the canonical TLR4 pathway, but these genes were not selected for the secondary screen (see ‘Identification of known pathway regulators’ section under Technical Validation), as our goal was to identify novel regulators of the LPS response. This analysis resulted in a selected gene list of 260 NF-κB regulators, 352 TNF-α regulators and 28 genes regulating both assay readouts, for a total primary screen putative hit list of 640 genes.

#### Secondary screen with six independent siRNAs per gene.

##### Methodology

It has been shown that siRNA screens are subject to a significant frequency of off-target effects (OTEs) driven by the seed sequence of siRNAs targeting the 3′UTR of unintended gene targets by a microRNA-like targeting mechanism^13,14^. The most reliable method to separate off-target from on-target hits in an siRNA screen is to target putative hits with alternative siRNA sequences (containing different seeds) in the secondary screen. We therefore employed an additional six siRNAs from alternate vendors (three each from Ambion and Qiagen) for each of the hit genes from the primary screen. While three siRNAs for all 640 genes were available from Qiagen, Ambion did not have available siRNAs for 27 genes, so an additional 27 putative negative regulators of the TNF-α response were selected from the primary screen analysis to complete a total secondary screen gene set of 667 genes (siRNA for 640 genes from each vendor, 613 common, 27 Qiagen only, 27 Ambion only). The Gene Symbols and Entrez IDs for the 667 genes are included in Data records 3 and 4. The secondary screen siRNAs were plated in 384-well format with the outer rows A, C, O and P and columns 1, 2, 22, 23 and 24 left empty and three central columns (11, 12 and 13) left open for control siRNAs (see secondary screen plate map in Fig. 1f, workflow). Negative and positive controls were the same as used for the primary screen. Also, individual siRNAs for each gene were plated in separate regions of the plate (Fig. 1f, wells highlighted red show example for one gene). The secondary screen was run in 384-well format with duplicates of each siRNA plate prepared to measure the two different reporter readouts from the RAW G9 cells^16^; NF-κB activation at 40 min was again measured by nuclear translocation of GFP-tagged RelA protein, and TNF-α transcriptional activation at 16 h was measured by murine *Tnf* promoter driven mCherry expression (see Fig. 1f, Screen assay). Replicate plates were run in successive weeks, and passage matched cells (from the same parental cell stock as the primary screen) were again used to minimize cell line variability (Fig. 1e).

##### Analysis

For the secondary siRNA screen, data was again normalized on a per-plate basis to the intra-plate median, however robust z-score was less satisfactory for hit selection due to the higher frequency of putative hits among the screened genes. Secondary screen z scores were therefore generated using a ‘fraction of negative control’ calculation using values from the NTC control siRNAs^22^. We focused our secondary screen analysis on the 613 genes for which we had six independent siRNAs, three each from Ambion and Qiagen. We calculated z-scores from two replicate secondary screen experiments, and observed satisfactory correlations of >0.6 for both readouts (Fig. 4a,b). We then used transcription profiling data to add present/absent expression calls (see Transcriptome analysis), which selected 366 secondary screen genes with clear expression in mouse macrophages for further analysis. 

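In RAW G9 cells, a reporter clone of the RAW264.7 mouse macrophage line, 284 of the 334 genes of Supplementary Table 1 that could be matched to an array probe were detected, 266 of them in cells given LPS and 273 in untreated cells. Among the 72 matched candidate positive regulators, 61 were detected, 53 at a detection p under 0.01 and 68 with detection in either replicate. Several of these candidates were higher in cells given LPS at 10 ng/ml for 4 h than in untreated cells. No slide held arrays of both conditions, so such changes cannot be told apart from a difference between slides. The death receptor gene Fas was higher by 4.86 on the log2 scale (standard error 0.139, adjusted p = 1.57e-06 from limma, 2 arrays per condition). Irf8, a transcription factor of macrophage development, was higher by 1.99 (adjusted p = 6.64e-05), the zinc finger repressor gene Zeb2 by 1.86 (adjusted p = 0.00014) and the cell cycle inhibitor gene Cdkn1a by 1.22 (adjusted p = 0.00113). Fam53a had a log2 change of -0.92 (standard error 0.129, adjusted p = 0.00193). Smaller falls were found for Rnf8, a ubiquitin ligase of the DNA damage response (-0.79), Ifi30, a lysosomal thiol reductase of antigen processing (-0.74), Ap1g2, an adaptor protein subunit (-0.71), and Dgcr8, a partner in microRNA processing (-0.63). These 4 falls did not pass in every setting. Without untreated replicate A the adjusted p was 0.0901 for Ifi30, 0.0893 for Ap1g2 and 0.104 for Dgcr8, and without untreated replicate B it was 0.0634 for Rnf8, 0.076 for Ap1g2 and 0.159 for Dgcr8. With slide as a random block it was 0.065 for Ifi30, 0.0573 for Ap1g2 and 0.0948 for Dgcr8, and the 2 other probes of Ap1g2 changed by -0.06 and -0.28 without passing. Of the 20 genes that scored in all 4 siRNA hit groups, 18 were matched and 16 were detected. These include the transcription factor gene Spi1, the elongation factor gene Supt5, the RNA polymerase II subunit gene Polr2d, the translation factor gene Eif3f, the histone deacetylase gene Hdac4, the O-fucosyltransferase gene Pofut1 and the mitotic kinesin gene Kif23, besides Zeb2, Fam53a, Tmem171, Tnfrsf12a, Cdh1, Gpr89, Map6, Nle1 and Pon2. Hdac4, Map6 and Cdh1 had mean log2 values of 4.65, 4.67 and 4.77. These lie near the lowest log2 values of detected probes, 4.56 to 4.65 in an array, so their detection is weak. Nr1d1, which encodes a nuclear receptor of the circadian clock, and Spag1 were not detected. Of the detected genes of the table, 255 were detected in both conditions, 11 with LPS alone and 18 in untreated cells alone, and 50 matched genes were not detected in either. The number not detected was 27 with detection in either replicate and 90 at a detection p under 0.01. With LPS alone the count was 20 without LPS replicate A and 19 without LPS replicate B, and in untreated cells alone it was 12 without LPS replicate A, 9 without LPS replicate B and 28 without untreated replicate A. At a detection p under 0.01 these counts were 7 and 10, and in untreated cells alone the count was 9 with detection in either replicate and 11 at a detection p under 0.05. A gene was taken as detected when 1 of its probes had a detection p under 0.1 on both arrays of a condition, and 32 genes of the table had no probe under their identifier. The genes of the table were selected partly on these samples, so their share of detected genes is not independent evidence, and the primary macrophage arrays that also entered the selection were not analysed here.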

We then calculated median z-scores separately for the siRNAs from each vendor (median taken from 6 scores per gene; 3 siRNA×2 replicates), to obtain four scores for each gene; Ambion TNF-α and NF-κB readouts and Qiagen TNF-α and NF-κB readouts (Supplementary Table 1). We observed the phenotypic strength of the scores to be weaker for the Qiagen siRNA set than the Ambion set, with consistently lower median z-scores for the Ambion siRNAs for both readouts (Ambion TNF-α −2.89, NF-κB −1.50; Qiagen TNF-α −0.07, NF-κB −0.04), and median z-score differences per gene of −2.69 for TNF-α and −1.37 for NF-κB. We therefore chose to set a hit threshold for positive regulators of the LPS response at −2 for the Ambion scores and −1 for Qiagen. This classified the following gene numbers as validated positive regulator hits: Ambion TNF-α 264, Ambion NFκB 133, Qiagen TNF-α 103 and Qiagen NFκB 91 (Supplementary Table 1). We then ranked genes with the highest representation in these four groups (SumAllhit), finding 20 genes that were hits in all 4 groups, 44 genes present in 3 of 4, and then 18 genes scoring positive in both TNF-α groups. We did not find any genes that gave a strong NF-κB phenotype with no effect on TNF-α, consistent with the important role for this transcription factor in expression of the mouse TNF-α gene. We also found relatively few genes with consistent negative regulatory effects on the pathway with siRNAs from both vendors. We therefore identified 82 novel candidate positive regulators of the mouse LPS response (Supplementary Table 1), 64 of these showed effects on both NF-κB activation and TNF-α induction, while a further 18 had more direct effects on TNF-α.

### Transcriptome analysis

RAW G9 cells were cultured as described in the ‘Cell culture and TLR ligand stimulation’ section above and were prepared at the same passage number as cells used for siRNA screening. The media on the cells was changed to fresh complete growth medium containing 10 ngml^−1^ LPS, apart from control wells run with no LPS stimulation, which received media alone. Cells were incubated for 4 h and total RNA was isolated from approximately 10^6^ cells per condition using an RNAeasy Mini Kit (Qiagen). Each condition was represented by biological duplicates. Complementary RNA amplification and labeling were performed using the Illumina TotalPrep RNA Amplification Kit (Ambion), microarray hybridization and scanning protocols followed standard Illumina protocols. Signal data was extracted from the image files with the Gene Expression module (v.1.9.0) of the GenomeStudio software (v.2011.1), and Log_2_ signal intensity and detection *p*-values were determined. 

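The arrays cover RAW G9 cells in 2 conditions, with 2 arrays of cells given 10 ng/ml LPS and 2 of untreated cells. The paper gives 4 h of incubation for both conditions, while the sample labels give 4 h for LPS and 0 h for untreated cells and name the parent line RAW264.7. Each array carries 45281 probes of the Illumina mouse whole-genome design. The deposited files of the single arrays hold the average bead signal intensity of each probe on a linear scale, not subtracted for background, with the detection p-value that the authors' software derived from negative-control probes. A deposited table of the whole series holds log2 values that share 1 distribution across the arrays, with a median of 6.73 in each, and rank the probes exactly as the signals do. That table served only as an alternative, named where its values are given, since the target of its normalization is not known. The median signal was 104.1 and 105.1 in LPS replicates A and B and 117.8 and 114.1 in untreated replicates A and B. The 95th percentile of signal was 7.47 and 6.59 times the median in the LPS arrays and 12 and 10.1 times the median in the untreated arrays. Detection p was under 0.1 for 17717 and 16380 probes in the LPS arrays and for 17892 and 17661 probes in the untreated arrays. For the comparison of conditions the signals were corrected for background by limma's neqc, which infers the negative controls from the detection p-values, then quantile normalized and taken to log2 with an offset of 16. The 17211 probes detected on both arrays of at least 1 condition were tested, LPS minus untreated, with limma's moderated test, and each gene was represented by its tested probe with the highest mean. Across these probes, which are not independent replicates, Pearson's r was 0.989 between the LPS arrays, 0.997 between the untreated arrays and 0.941 to 0.943 between arrays of different conditions. The untreated arrays lay on 1 slide and the LPS arrays on 2 others, and the median absolute log2 difference was 0.11 within the untreated pair and 0.20 within the LPS pair. Slide and LPS therefore cannot be told apart for any gene compared here. The number of arrays limits the precision.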

Genes with *p*-value of detection of less than 0.1 were considered expressed. 

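At this threshold, 9086 genes were detected in RAW G9 cells given LPS and 9672 in untreated cells, of 21946 genes with a named probe. The genes that the paper names as reporters, controls or known regulators were mostly present in both conditions. These included Tnf, the cytokine gene whose promoter drives the mCherry reporter of the screen, and Rela, the NF-κB subunit of the GFP reporter. Also present in both were the receptor gene Tlr4, the adaptor gene Myd88, the kinase gene Irak1 and the IKK subunit gene Ikbkg. So were the ubiquitin ligase gene Peli1, the transcription factor gene Spi1 and the cyclophilin gene Ppib. The rela promoter of the reporter drives a GFP-RelA transcript in these cells, and whether the Rela probe also reads it was not tested. Elk1, another transcription factor gene, was not detected, and no probe was named for Chuk or Elf4. Of 27 genes of macrophage identity, scavenging and lysosome with a named probe, 20 were detected, among them the growth factor receptor gene Csf1r, the lysozyme gene Lyz2 and the adhesion receptor gene Adgre1. Markers of other cell types were mostly absent. No marker was detected of T cells (of 8 with a named probe), B cells (of 8), fibroblasts (of 10) or hepatocytes (of 10). Detected were 2 of 9 neutrophil markers (Elane and S100a8), 1 of 10 mast cell and basophil markers (Hdc, which encodes histidine decarboxylase), 3 of 10 epithelial markers (Krt8, Cdh1 and Cldn7), 4 of 10 endothelial markers (Cdh5, Kdr, Vwf and Ramp2), 2 of 8 erythroid markers (Hbb-b1 and Rhag) and 2 of 10 neuronal markers (Syp and Map2). Genes of olfactory and vomeronasal receptors, most of which are known from sensory neurons, served as a benchmark of the threshold. In a single array, 5.57% to 6.35% of their 1527 probes passed, and 60 of them (3.93%) did so on both arrays of at least 1 condition, against 13.4% with detection in either replicate. The paper's text does not say how replicates were combined, and detection on both arrays of a condition was required here.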

The same method of expression detection was determined for genes in mouse primary macrophages using a previously published microarray dataset^20^. Genes were considered expressed in macrophages if they had a *p*-value of detection of less than 0.1 in at least one of the 4 conditions analyzed (+/−LPS in RAW G9 cells or primary macrophages).

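In at least 1 of the 2 RAW G9 conditions, 10157 genes were detected, 46.3% of those with a named probe, and 8601 were detected in both. LPS alone gave detection of 485 genes and the untreated condition alone of 1071. Among the genes found with LPS alone were Il27, which encodes a cytokine subunit, at least 81.7-fold higher (adjusted p = 7.45e-07), and Cish, an inhibitor of cytokine receptor signalling, at least 14.8-fold higher (adjusted p = 1.24e-05). Tmem171, a candidate regulator of the screen, was at least 1.86-fold higher (adjusted p = 0.000985). In untreated cells alone were found Cytip, a regulator of cytohesins, at least 7.45-fold lower with LPS (adjusted p = 9.09e-06), Cebpa, a transcription factor of myeloid differentiation, at least 2.35-fold lower (adjusted p = 0.000831), and Angptl4, which encodes a secreted inhibitor of lipoprotein lipase, at least 8.65-fold lower (adjusted p = 6.56e-06, with 1 LPS array above the threshold of detection). The fitted log2 change of Cebpa was -1.36, but -0.40 without background correction and -0.37 in the deposited log2 table. The folds given as at least, here and below, are lower bounds on the background-corrected, quantile normalized scale only. They set the bright condition's mean over its 2 arrays against the dim condition's mean of, in each array, the higher of the probe's own log2 value and the lowest log2 value among probes at detection p under 0.1. Leaving out 1 of the arrays loosens the call in its condition to a single array, and 1350 genes were then found with LPS alone without LPS replicate B, 1054 without LPS replicate A, and 1738 and 1702 in untreated cells alone without untreated replicates B and A (598 without LPS replicate B). With detection in either replicate, 1088 genes were found with LPS alone and 1111 in untreated cells alone, and at a detection p under 0.01 these counts were 272 and 731. The primary macrophages, the paper's other source of calls, were not analysed here.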

## Data Records

### Data record 1

Primary screen siRNA data for the NF-κB reporter readout are available at PubChem under the accession number AID 1224828 (Data Citation 1). Raw data for the two replicate experiments for NF-κB/RelA nuclear:cytoplasmic ratio (Rep1-2Value), and the cell count per well (Rep1-2CellCount) are provided. Normalized data for the NF-κB reporter is also included (Zscore), filtered wells with low cell count and control wells are indicated, and samples are defined by siRNA SMARTpool ID (Dharmacon catalog number), Gene Symbol and EntrezID. Minimal data fields for analysis of the screen data using CARD software^23^ are included (PlateID, Well, GeneSymbol, EntrezID, siRNAID, WellAnno). The PubChem activity score indicates the phenotypic outcome for each well (0= Z-score between 1 and −1; 25= Z-score greater than 1 or less than −1; 50= Z-score greater than 3.3 or less than −1.56; 75= Z-score greater than 4 or less than −2; 100= Z-score greater than 5 or less than −2.5), and the Pubchem activity outcome notes whether the siRNA SMARTpool in a given well was considered ‘active’=2 or ‘inactive’=1. Note that all control wells were assigned a 0 activity score and an outcome of 4 by default.

### Data record 2

Primary screen siRNA data for the TNF-α reporter readout are available at PubChem under the accession number AID 1224826 (Data Citation 2). Raw data for the two replicate experiments for TNF-α promoter driven mCherry fluorescence (Rep1-2Value), and the cell count per well (Rep1-2CellCount) are provided. Normalized data for the TNF-α reporter is also included (Zscore), filtered wells with low cell count and control wells are indicated, and samples are defined by siRNA SMARTpool ID (Dharmacon catalog number), Gene Symbol and EntrezID. Minimal data fields for analysis of the screen data using CARD software^23^ are included (PlateID, Well, GeneSymbol, EntrezID, siRNAID, WellAnno). The PubChem activity score indicates the phenotypic outcome for each well (0= Z-score between 1 and −1; 25= Z-score greater than 1 or less than −1; 50= Z-score greater than 3 or less than −1.3; 75= Z-score greater than 3.5 or less than −1.5; 100= Z-score greater than 4 or less than −2), and the Pubchem activity outcome notes whether the siRNA SMARTpool in a given well was considered ‘active’=2 or ‘inactive’=1. Note that all control wells were assigned a 0 activity score and an outcome of 4 by default.

### Data Record 3

Secondary screen siRNA data for the NF-κB reporter readout are available at PubChem under the accession number AID 1224829 (Data Citation 3). Raw data for the two replicate experiments for NF-κB/RelA nuclear:cytoplasmic ratio (Rep1-2Value) are provided. Normalized data is also included (ZscoreRep1-2), along with the replicate average for each individual siRNA (ZscoreAv) and then the median value for the three vendor-specific siRNAs targeting the same gene (ZscoreGeneMedian; separate values for Ambion and Qiagen, see Secondary screen Analysis section). Control wells are indicated, and samples are defined by siRNA ID (Ambion and Qiagen catalog numbers), siRNA# (1–6 for each gene target), Gene Symbol and EntrezID. Minimal data fields for analysis of the screen data using CARD software^23^ are included (PlateID, Well, GeneSymbol, EntrezID, siRNAID, WellAnno). The PubChem activity score indicates the phenotypic outcome for each well (0= Z-score between 1 and −1; 25= Z-score greater than 1 or less than −1; 50= Z-score greater than 2 or less than −2; 75= Z-score greater than 3 or less than −3; 100= Z-score greater than 4 or less than −4), and the Pubchem activity outcome notes whether the single siRNA in a given well was considered ‘active’=2 or ‘inactive’=1. Note that all control wells were assigned a 0 activity score and an outcome of 4 by default.

### Data record 4

Secondary screen siRNA data for the TNF-α reporter readout are available at PubChem under the accession number AID 1224827 (Data Citation 4). Raw data for the two replicate experiments for TNF-α promoter driven mCherry fluorescence (Rep1-2Value) are provided. Normalized data is also included (ZscoreRep1-2), along with the replicate average for each individual siRNA (ZscoreAv) and then the median value for the three vendor-specific siRNAs targeting the same gene (ZscoreGeneMedian; separate values for Ambion and Qiagen, see Secondary screen Analysis section). Control wells are indicated, and samples are defined by siRNA ID (Ambion and Qiagen catalog numbers), siRNA# (1–6 for each gene target), Gene Symbol and EntrezID. Minimal data fields for analysis of the screen data using CARD software^23^ are included (PlateID, Well, GeneSymbol, EntrezID, siRNAID, WellAnno). The PubChem activity score indicates the phenotypic outcome for each well (0= Z-score between 1 and −1; 25= Z-score greater than 1 or less than −1; 50= Z-score greater than 2 or less than −2; 75= Z-score greater than 3 or less than −3; 100= Z-score greater than 4 or less than −4), and the Pubchem activity outcome notes whether the single siRNA in a given well was considered ‘active’=2 or ‘inactive’=1. Note that all control wells were assigned a 0 activity score and an outcome of 4 by default.

### Data record 5

Microarray data from LPS treated and untreated RAW264.7 cells are available at the Gene Expression Omnibus (GEO) within the data series record GSE83826 (Data Citation 5). 

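Cytokine, chemokine and interferon-stimulated genes were much higher in RAW G9 cells given LPS for 4 h than in untreated cells. Il1b, which encodes the cytokine interleukin 1 beta, was at least 465-fold higher (adjusted p = 3.89e-07), and Il1a at least 171-fold higher. Neither gene was detected in untreated cells, and both folds are lower bounds on the background-corrected, quantile normalized scale only. Tnf, the cytokine gene whose promoter drives the screen's reporter, was higher by 4.46 on the log2 scale (standard error 0.142, adjusted p = 2.17e-06), from 9.02 ± 0.00984 (SD, n = 2) to 13.48 ± 0.168 (SD, n = 2). Of 16 inflammatory cytokine genes tested, 14 were higher and none was lower (16 higher when adjusted over the list alone, with the gene list fixed before the data were examined). Chemokine genes, whose products attract leukocytes, were higher in 11 of 12 cases and lower in none (12 higher when adjusted over the list alone). Cxcl2 rose by 8.14, Ccl5 by 7.24, Cxcl10 by 7.01 and Ccl2 by 6.52 on the log2 scale, each with an adjusted p of 7.45e-07. The dimmer probes of Cxcl2 and Cxcl10 rose by 5.20 and 1.04. All 31 interferon-stimulated genes tested were higher, also when adjusted over the list alone, and 30 of them were higher with median scaling between arrays. Their median log2 change was 3.55, with the antiviral genes Ifit3 (6.01), Rsad2 (5.99) and Ifit2 (5.76) at the top, and Gbp2b, another interferon-induced gene, rose by 6.06. Named probes existed for 19 cytokine, 17 chemokine and 34 interferon-stimulated genes of these lists. Those not detected in either condition were not tested, and a gene detected with LPS alone could enter the counts. Of 17 genes of NF-κB subunits, IκB proteins and their regulators, 12 were higher, none was lower and 5 did not pass (12 higher when adjusted over the list alone). Nfkbiz, an atypical IκB protein gene, rose by 4.68, the deubiquitinase gene Tnfaip3 by 3.44 and the kinase gene Ikbke by 2.44, while Rela itself had a log2 change of -0.11 (adjusted p = 0.577). With median scaling 9 members of this list were higher and 5 lower, Rela among them (-0.87, adjusted p = 0.00146), 1 was lower with median scaling over the tested probes, and 1 and 3 members were lower without LPS replicates A and B. The camera test of a list against the other genes gave an adjusted p of 2.12e-17 for cytokines, 4.29e-14 for chemokines, 1.14e-32 for interferon-stimulated genes and 5.31e-08 for the NF-κB list. None of these passed with a correlation estimated from the arrays: adjusted p = 0.0796 with an estimated correlation for cytokines and for chemokines, adjusted p = 0.0773 with an estimated correlation for interferon-stimulated genes and adjusted p = 0.131 with an estimated correlation for the NF-κB list. Camera then uses the few degrees of freedom of 4 arrays, so the loss need not come from correlation between genes. The estimate was -0.0194 for chemokines and -0.0167 for interferon-stimulated genes, under the preset 0.01. It was 0.0841 for cytokines and 0.14 for the NF-κB list.

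**Figure D1:**
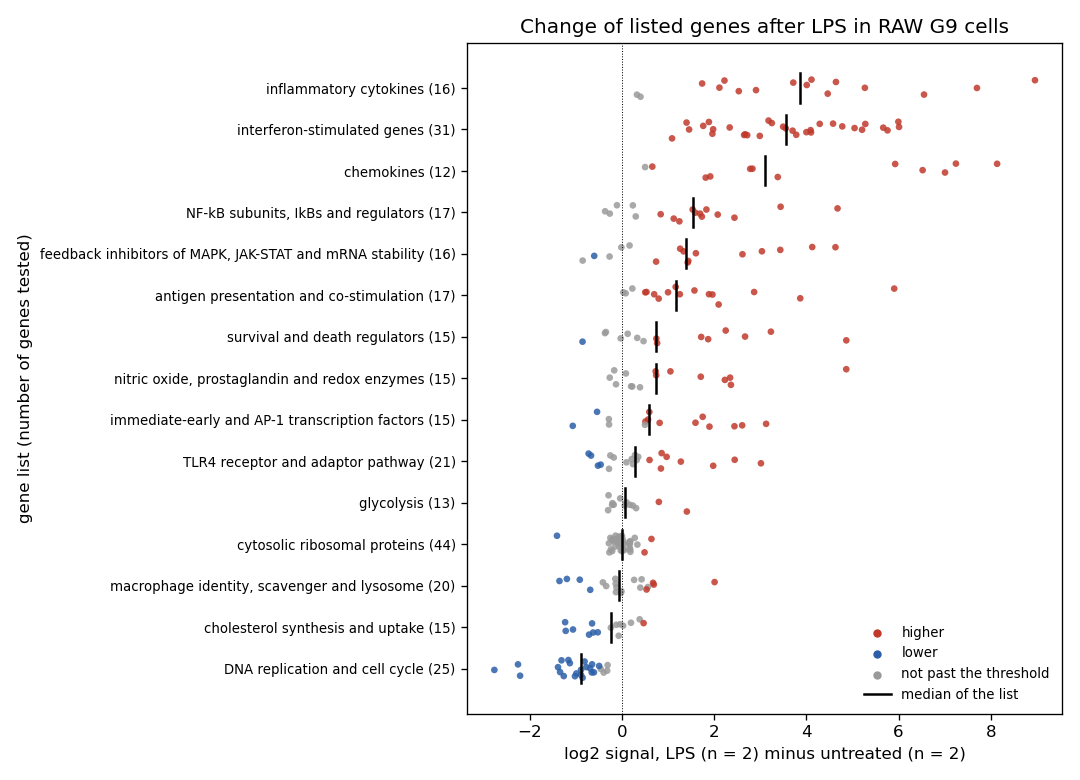
Log2 signal in cells given LPS (n = 2) minus untreated cells (n = 2) for each tested gene, by gene list, with the number of genes tested in parentheses and a black line at the median of each list. Interferon-stimulated genes lie to the right of 0 with a median of 3.55, and genes of DNA replication and cell cycle lie to the left with a median of -0.89. Fitted log2 changes are plotted, also for genes not detected in 1 condition.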

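Part of the genes in each of 6 signalling and effector lists were higher with LPS, from 8 of 21 in the TLR4 pathway to 14 of 17 in antigen presentation, while the receptor gene Tlr4 was lower by a smaller amount that did not pass in every setting. Of 21 genes of the TLR4 receptor and adaptor pathway, 8 were higher, 4 were lower and 9 did not pass (8 higher and 4 lower when adjusted over the list alone). Peli1, a ubiquitin ligase of the pathway, rose by 3.01 on the log2 scale (standard error 0.266, adjusted p = 0.000222), the kinase genes Map3k8 and Irak2 by 2.44 and 1.98, and the adaptor gene Myd88 by 0.86 (adjusted p = 0.0028, but 0.44 with adjusted p = 0.0559 under median scaling; its dimmer probe rose by 1.76, adjusted p = 9.13e-05). Tlr4 had a log2 change of -0.73 (standard error 0.137, adjusted p = 0.00692) and the adaptor gene Ticam2 of -0.67 (adjusted p = 0.00993). Neither passed with slide as a random block, which leaves every log2 change as it was and widens its error (adjusted p = 0.0556 for Tlr4 and 0.0843 for Ticam2). Nor did they pass without untreated replicate A (-0.78 with adjusted p = 0.0535 and -0.74 with adjusted p = 0.0603) or without untreated replicate B (-0.67 with adjusted p = 0.103 and -0.58 with adjusted p = 0.145), and no member of this list passed as lower in those 3 fits. Irak1 had a log2 change of -0.25 (adjusted p = 0.193), which was -1.12 (adjusted p = 8.31e-05) under median scaling. The brightest of 3 Ikbkg probes changed by 0.23 (adjusted p = 0.325) and the next by -1.07 (adjusted p = 0.00134), so its direction depends on the probe: without LPS replicates A and B the latter was the brighter, with log2 changes of -0.98 and -1.21, and the former was -0.59 (adjusted p = 0.0143) under median scaling. With that scaling, 4 members of the pathway were higher and 11 lower, and counts of higher and lower genes were 6 and 4 for immediate-early genes, 10 and 3 for feedback inhibitors, 8 and 1 for antigen presentation, and 6 and 4 for survival and death regulators, lists described next. Spi1 had a log2 change of 0.56 (adjusted p = 0.0966), which passed without LPS replicate B (0.88, adjusted p = 0.000635), passed with median scaling over the tested probes (0.58, adjusted p = 0.0261) and was -0.22 under median scaling. Ppib changed by -0.04 (adjusted p = 0.85), by 0.09 without LPS replicate A, by 0.12 with median scaling over the tested probes and by -0.68 (adjusted p = 0.00568) under median scaling. Of 15 immediate-early and AP-1 transcription factor genes, 10 were higher and 2 lower (11 and 2 when adjusted over the list alone), with Ier3 higher by 3.13, Egr1 by 2.61 and Atf3 by 2.44, and Fos lower with a log2 change of -1.07. Klf4, the other gene that was lower, was at least 1.35-fold lower (adjusted p = 0.0241) but did not pass without untreated replicate A (adjusted p = 0.153), without untreated replicate B (0.284), with slide as a random block (0.165), without background correction (0.118) or in the deposited log2 table (0.125), and with median scaling over the tested probes its fitted direction turned. Feedback inhibitors of MAPK, JAK-STAT and mRNA stability were higher in 11 of 16 cases and lower in 1 (11 and 2 when adjusted over the list alone), among them Socs3 by 4.63 and the mRNA-degrading RNase gene Zc3h12a by 3.43. The gene that was lower, Zfp36l1 (-0.60, adjusted p = 0.0171), did not pass without untreated replicate A (adjusted p = 0.0675), without untreated replicate B (0.199), with slide as a random block (0.126) or as a mean over its probes (0.116). Of 15 nitric oxide, prostaglandin and redox genes, 8 were higher and none lower (9 when adjusted over the list alone), with the itaconate enzyme gene Acod1 higher by 4.86, Ass1 of arginine synthesis by 2.36 and Gch1 of tetrahydrobiopterin synthesis by 2.34, and 4 members were lower under median scaling. Antigen presentation and co-stimulation genes were higher in 14 of 17 cases and lower in none (14 when adjusted over the list alone), with Cd40 higher by 5.90, Cd274 by 3.87 and the peptide transporter gene Tap1 by 2.87. The other probes of Cd40 rose by 5.89, 2.86, 2.18 and 1.21. Of 15 survival and death regulators, 8 were higher and 1 lower (10 and 3 when adjusted over the list alone), with Gadd45b higher by 3.23 and the inflammatory caspase gene Casp4 by 2.67. The other probes of Casp4 rose by 2.97 and 0.59. The gene that was lower, Bcl2 (-0.86, adjusted p = 0.0295), did not pass without untreated replicate A (adjusted p = 0.065), without untreated replicate B (0.202), with slide as a random block (0.0992), without background correction (0.0776) or without the filter on detection (0.166). The number of higher genes was 6 in the immediate-early list without untreated replicate A and without untreated replicate B, and 9 in the antigen presentation list without untreated replicate B. Without LPS replicates A and B, 3 and 2 immediate-early genes, 2 and 3 feedback inhibitors and 3 and 2 survival and death regulators were lower, and without untreated replicates A and B these counts were 1 and 1, 0 and 0, and 0 and 0. By camera these lists passed with adjusted p = 0.011 for the TLR4 pathway, 0.000199 for immediate-early genes, 7.44e-07 for feedback inhibitors, 2.19e-05 for nitric oxide and redox genes, 3.22e-10 for antigen presentation and 5.43e-05 for survival and death regulators. The TLR4 pathway did not pass with median scaling over the tested probes (adjusted p = 0.086). None passed with a correlation estimated from the arrays: in the order above, adjusted p = 0.152, 0.218, 0.0796, 0.131, 0.0796 and 0.131 with an estimated correlation.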

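Genes of DNA replication and cell cycle were lower in RAW G9 cells after LPS. Of 25 tested, 21 were lower, none was higher and 4 did not pass (24 lower when adjusted over the list alone). Cdc6, a loading factor of the replicative helicase, fell by 2.77 on the log2 scale (standard error 0.128, adjusted p = 1.03e-05), and the cyclin gene Ccne1 fell by 2.26 (standard error 0.181, adjusted p = 0.000141). By camera at the preset correlation of 0.01 the list lay below other genes (adjusted p = 6.13e-09). It did not pass with a correlation estimated from the arrays (adjusted p = 0.0796 with an estimated correlation). That estimate was 0.0156, near the preset value, so correlation between genes accounts for little of the loss. With an estimated correlation camera uses the few degrees of freedom of 4 arrays. By fry, which does not compare a list with other genes, the list passed downward (adjusted p = 0.00129). The number lower was 12 without untreated replicate A, 14 without untreated replicate B and 14 with slide as a random block. Among single genes, Klhl6, known from B lymphocyte signalling, fell by 3.86, Angpt2, which encodes a ligand of the TIE2 receptor, fell by 3.68, and Tgfbr1, a receptor gene of TGF-β, fell by 3.31. The size depends on the probe: the dimmer probe of Tgfbr1 changed by -0.72, and the other probes of Klhl6 by -3.98 and -1.27. Fam13c fell by 3.23, Fndc10 and the sialyltransferase gene St6gal1 each fell by 3.16, and Lhfpl2 fell by 3.12. Jade1, a histone acetylation cofactor gene, fell by 3.08 at its brighter probe, while its other probe changed by -0.17 (adjusted p = 0.358). Over all 10157 genes tested by limma at an adjusted p under 0.05, 1378 were higher with LPS, 2141 were lower and 6638 did not pass. At least an 8-fold change was found for 98 of the higher and 10 of the lower genes, by fitted change. For 70.3% of genes both LPS arrays lay above or both lay below both untreated arrays, but the untreated pair shares a slide, so the share to expect without a change is not known. The split depends on how arrays are scaled: with quantile normalization 39.2% of the changed genes were higher, with median scaling between arrays 7.26% (493 higher and 6296 lower, with the median tested probe at -0.62), and with median scaling over the tested probes 63% (3263 and 1916, with the median tested probe at 0.18). All changes are therefore relative to the scaling, and 452 higher and 588 lower genes passed in the same direction in each of 14 alternatives. The count of changed genes was 5332 without LPS replicate A, 5312 without LPS replicate B, 1464 without untreated replicate A, 1359 without untreated replicate B, and 1666 with slide as a random block (744 higher and 922 lower).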

Two replicate data files are provided for each condition, containing Log_2_ signal intensity and detection *p*-values for each Illumina probe ID.

## Technical Validation

### Plate uniformity

Upon establishing the dual reporter screening assay in RAW G9 macrophages, we initially assessed the plate uniformity of the assay in 384-well format to determine if we could use the entire plate and avoid edge effects and other positional biases. Following the guidelines established by the NCATS screening facility^24^, we ran plate replicates over multiple days with different doses of LPS that gave increasing levels of activation of the screen reporters. This permitted testing of intra-plate uniformity within plates run on the same day and inter-plate variation across plates run on separate days. We confirmed that both NF-κB and TNF-α reporter assays met the recommended criteria of low intra-plate variation of CV <20% for different doses of LPS (Table 1). We also observed low inter-plate variation where the normalized mid-level signal maintain a fold shift of <2 between plates run across separate days (0.097 fold shift for NF-κB, 0.105 fold shift for TNF-α).

### Replicate correlation

Replicate correlation was evaluated throughout both the primary and secondary screens. Replicate plates were run in successive weeks, and any plates failing to achieve replicate correlation >0.55 were repeated. Replicate correlations for both assay readouts across the 55 plates in the primary screen are shown in Fig. 2a, and for the NF-κB and TNF-α secondary screens in Fig. 4a,b.

### siRNA transfection efficiency

In developing the RAW G9 reporter clone, we established a method for optimizing siRNA transfection efficiency whereby we targeted the constitutively expressed GFP-RelA reporter with a pool of potent siRNAs against GFP^16^. We included 4 siGFP and 4 NTC2 control wells on every screening plate that were not treated with LPS and were imaged in the GFP channel to assess siRNA transfection efficiency by reduction of the GFP signal. Average GFP knockdown levels were >80% throughout the primary and secondary screens (Table 2).

### Control performance

We included multiple positive controls on every screening plate targeting known components in the LPS/TLR4 pathway; the TLR4 receptor, the Myd88 signalling adapter, the proximal TLR pathway kinase IRAK1, and the Ikbkg component of the NF-κB pathway IKK kinase complex. Boxplots from the primary (Fig. 2b) and secondary screens (Fig. 4c,d), show varying levels of pathway perturbation with these controls, which we used as a metric for assessing thresholds for likely hits in the screen.

### Identification of known pathway regulators

The primary genome-wide screen identified numerous known components of the TLR4 signaling pathway for both screen readouts. Among the NF-κB reporter screen top hits were the signaling components *Tlr4* (−2.38), *Myd88* (−2.66), *Peli1* (−1.91), *Rela* (−2.42) and *Chuk* (−1.75), while the TNF-α reporter screen also identified *Myd88* (−2.01), *Tlr4* (−1.31) and *Peli1* (−1.3), in addition to the TNF-α inducing transcription factors *Elf4* (−2.24), *Spi1* (−1.55) and *Elk1* (−1.38). We chose not to include canonical pathway regulators in the secondary screen described here, as we have previously published a rigorous RNAi screen of over 100 genes from the canonical TLR pathways, using multiple siRNAs per gene and stimulating macrophages with a panel of up to six TLR ligands^8^.

## Usage Notes

### Data files for screen analysis using CARD software

We recently described a software package for comprehensive analysis of RNAi screen data, which combines both existing and novel algorithms for data pre-processing, reducing false positive hits through gene expression and off-target filtering, implementing network/pathway enrichment of high-confidence hits and predicting active miRNAs^23^. The data we describe in Data records 1 through 4 (Data Citations 1 through Data Citations 4) include all the required fields to permit analysis of the screen data in CARD (PlateID, Well, GeneSymbol, EntrezID, siRNAID, WellAnno). Instructions for uploading and analyzing the data in CARD have been previously described^23^.

## Additional Information

**How to cite**: Li, N. *et al.* Genome-wide siRNA screen of genes regulating the LPS-induced NF-κB and TNF-α responses in mouse macrophages. *Sci. Data* 4:170008 doi: 10.1038/sdata.2017.8 (2017).

**Publisher’s note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
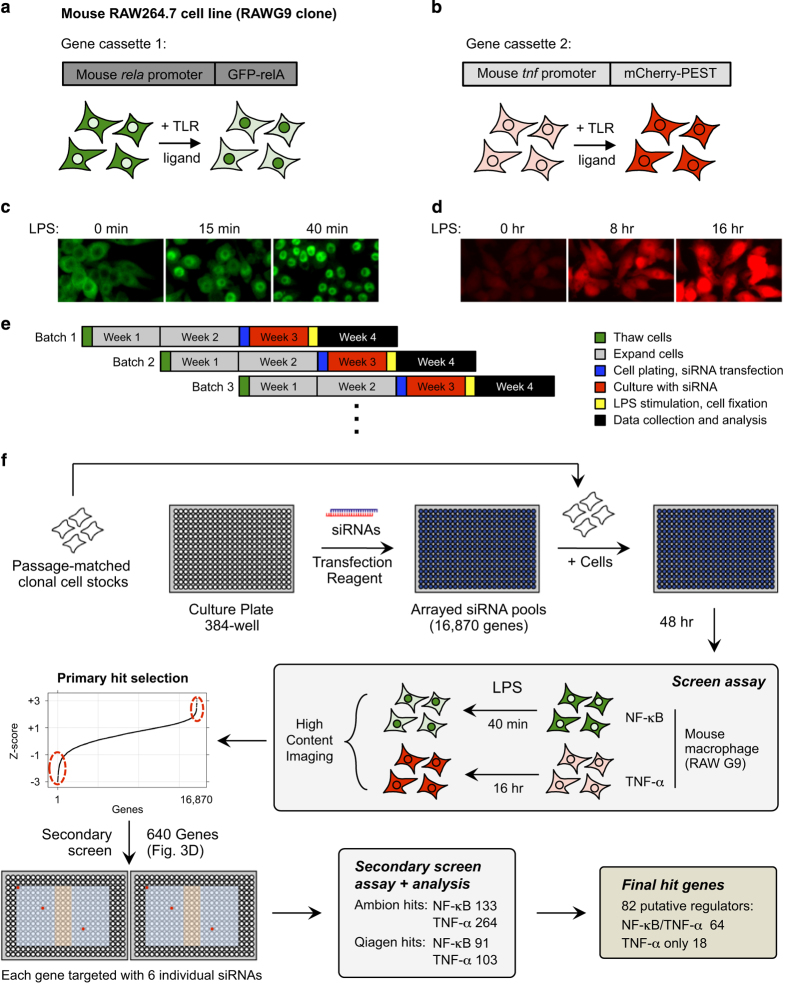
Overview of screen assay development and workflow. (a+b) Gene cassettes in the mouse RAW G9 reporter clone containing (**a**) the mouse *rela* promoter driving expression of a GFP-relA fusion protein and (**b**) the mouse *tnf* promoter driving expression of an mCherry-PEST fusion protein. (**c**) Cytosol-to-nuclear translocation of the GFP-relA fusion in RAW G9 cells up to 40 min after treatment with 10 ngml^−1^ LPS (**d**) Increased *tnf* promoter-driven mCherry expression in RAW G9 cells up to 16 h after treatment with 10 ngml^−1^ LPS at 16 h after treatment with LPS. (**a**-**d**) reproduced from Li *et al.*^16^ (**e**) Schematic of procedure to minimize cell line variation in screen. All RAW G9 cell batches used were from a single parental low passage stock. (**f**) Overview of the procedure for primary and secondary siRNA screens of the mouse macrophage NF-κB and TNF-α response to LPS.

**Figure 2:**
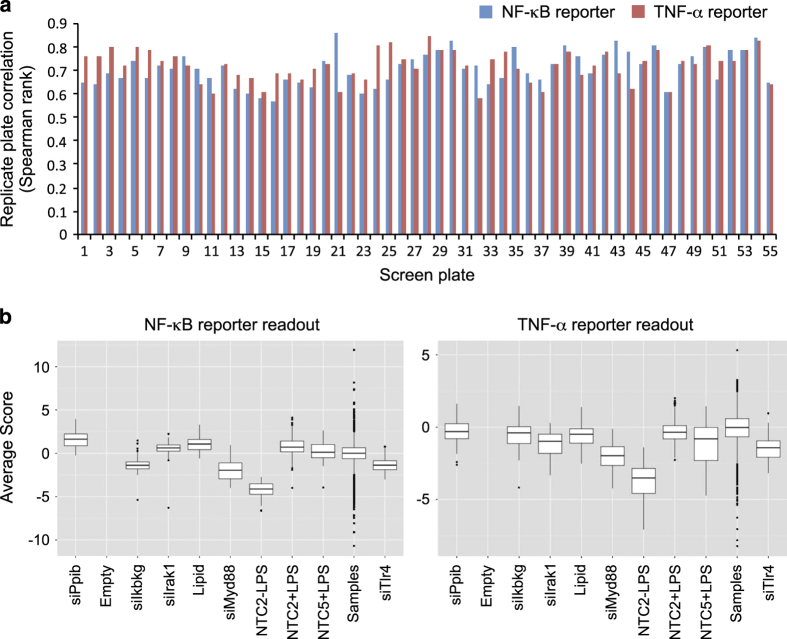
Primary screen QC metrics. (**a**) Replicate correlation across all 55 primary screen plates for both the NF-κB and TNF-α screen reporter readouts. (**b**) Boxplots of negative and positive control performance in the primary screens for both the NF-κB and TNF-α screen reporter readouts.

**Figure 3:**
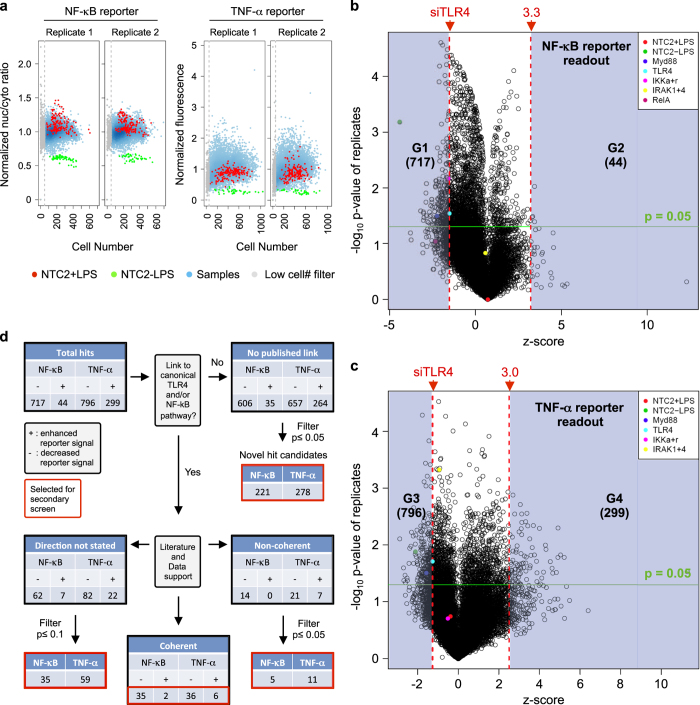
Primary screen analysis and hit selection. (**a**) Dot plots showing cell numbers per well for the NF-κB readout (nuclear/cytosolic ratio) and the TNF-α reporter (mCherry fluorescence) in the primary screen. A cutoff of 50 cells was used to filter out wells where target gene knockdown led to a cell growth phenotype. (**b** and **c**) Volcano plots of replicate -log *p*-value against screen score for genes in the (**b**) NF-κB and (**c**) TNF-α readout screens. Red dashed lines show hit thresholds selected and green line shows p-value cutoff of 0.05. Gene numbers selected in groups G1 to G4 are shown and were used as inputs for analysis workflow. (**d**) Informatics analysis workflow for genes in G1-G4 groups selected from (**c**,**d**). Genes highlighted in red boxes were selected for the secondary screen.

**Figure 4:**
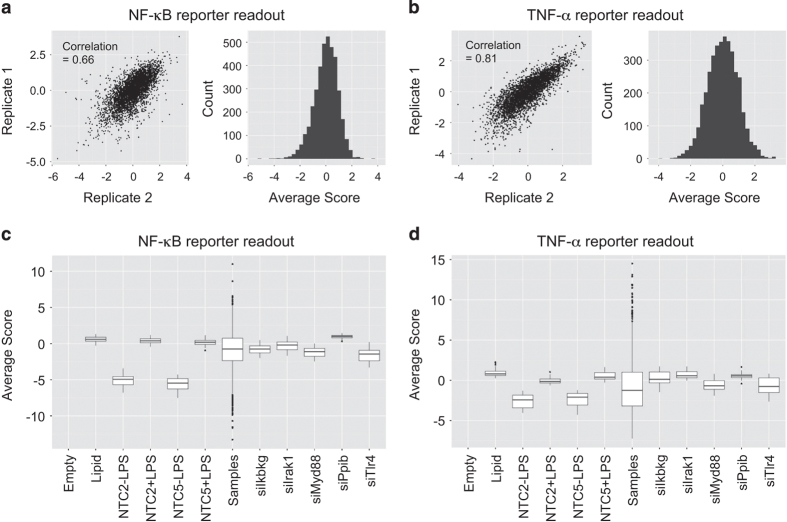
Secondary screen QC metrics. (**a** and **b**) Replicate correlations and data distribution histograms for the (**a**) NF-κB and (**b**) TNF-α reporter readouts in the secondary LPS screens. (**c** and **d**) Boxplots of negative and positive control performance in the secondary screens for the (**c**) NF-κB and (**d**) TNF-α screen reporter readouts.

**Table 1:** Assessment of the plate uniformity of the NF-κB and TNF-α screening assays (see Technical Validation section).

	**High dose (LPS: 10 ngml^−1^)**	**Middle dose (LPS: 1 ngml^−1^)**	**Low dose (LPS: 0 ngml^−1^)**
Plate set 1 variation	NF-κB: 4.3%TNF-α: 8.6%	NF-κB: 4.4%TNF-α: 7.0%	NF-κB: 5.2%TNF-α: 7.6%
Plate set 2 variation	NF-κB: 3.9%TNF-α: 8.1%	NF-κB: 4.2%TNF-α: 7.0%	NF-κB: 4.4%TNF-α: 5.9%
Plate set 3 variation	NF-κB: 4.2%TNF-α: 7.3%	NF-κB: 3.8%TNF-α: 6.9%	NF-κB: 4.7%TNF-α: 6.8%

**Table 2:** Knock down efficiency of GFP fluorescence by GFP control siRNA in primary and secondary screens.

	**Mean**	**SD**
Primary screen	81.3%	0.63%
Secondary screen	84.1%	0.59%

How the deposited data were processed for this re-analysis (not part of the article)

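Gene expression was measured in RAW G9 cells, a reporter clone of the RAW264.7 mouse macrophage line, on 4 Illumina bead arrays, 2 of cells given 10 ng/ml LPS for 4 h and 2 of untreated cells, which the paper describes as biological duplicates. The authors extracted the signal intensity of each of 45281 probes from the scanned images with GenomeStudio 2011.1, and the deposited files of the single arrays hold this intensity on a linear scale without background subtraction. The deposited detection p-value compares a probe with the negative-control probes of its array. The deposited table of the whole series holds log2 values that rank the probes as the signals do, with Spearman's rho of 1 in each array, and share 1 distribution, whose target set the authors' text does not name. No gene is named in these files, so probes were named from the platform annotation.

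Of the probes, 35784 had 1 gene symbol, 0 had several and 9497 had none. Symbols were updated through the mouse annotation of GRCm38.p6, which was used for names only: 28620 of the named probes matched by Entrez identifier, 2637 by accession and 2066 by symbol, and 2461 kept the symbol of the platform annotation. In all, 937 symbols changed, and 21946 gene symbols were covered. Genes of Supplementary Table 1 were matched by Entrez identifier, 334 of 366.

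A gene was taken as detected in a condition when 1 of its probes had a detection p under 0.1 in both arrays of that condition, since the paper's text gives the threshold and not the way replicates were combined. Alternatives were either replicate, the mean detection p of the replicates, thresholds of 0.05 and 0.01, and leaving out each array. Olfactory and vomeronasal receptor probes served as a benchmark.

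For the comparison of conditions, signals were background-corrected by neqc of limma 3.58.1 (R 4.3.3), with an offset of 16 and negative controls inferred from the detection p-values, quantile normalized and taken to log2. Probes detected in both arrays of at least 1 condition were tested (17211, of which 14879 carry a gene symbol), and lmFit and eBayes gave the change, LPS minus untreated, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. Each gene was represented by its tested probe with the highest mean log2 value; 3316 genes had 2 or more tested probes, and in 15 of them probes passed in opposite directions. A probe not detected on both arrays of a condition has only a lower bound there. The procedure was tested on simulated arrays of the same size, with changes added. It recovered 3.6% of probes changed by 0.5, 60.4% of those changed by 1 and 100% of those changed by 2 or 3 on the log2 scale. Of its calls 5.04% were false. The simulated noise was independent and alike in both conditions, with no slide effect and few changed probes. In the real arrays 5605 probes passed, the spread differed between conditions and each slide held 1 condition. These shares therefore need not hold for the real calls. The number of arrays limits the precision.

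Lists of 15 pathways and of markers of 10 other cell types were fixed in advance. The pathway lists are inflammatory cytokines, chemokines, NF-κB subunits and regulators, the TLR4 receptor and adaptor pathway, interferon-stimulated genes, immediate-early and AP-1 factors, feedback inhibitors, nitric oxide, prostaglandin and redox enzymes, antigen presentation and co-stimulation, survival and death regulators, cholesterol synthesis and uptake, glycolysis, DNA replication and cell cycle, cytosolic ribosomal proteins, and macrophage identity. Of the 382 members of the pathway lists, 339 had a named probe. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether a list's genes move on balance one way and does not compare them with other genes. At an estimated correlation camera takes its degrees of freedom from the 4 arrays, so it has little power here. By fry, the 11 lists that passed camera at the preset correlation all had an adjusted p under 0.05 in the same direction, as did the cholesterol list, which camera did not pass.

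Genes named in the text follow a rule fixed in advance: the 10 largest rises and the 10 largest falls among genes past the threshold whose LPS arrays both lie beyond the untreated arrays, the genes the paper names as reporters, controls or known regulators, up to 3 rises and 2 falls in each list, the 5 largest rises and falls among the 82 candidates and the detection of the 20 that scored in all 4 hit groups, and all members of a set of 5 or fewer. A few more genes are named beside counts of detection. Candidates were compared with the other genes of Supplementary Table 1 by a permutation test with 100000 resamples (scipy 1.17.1) and by Fisher's exact test.

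Alternatives for the comparison were no background correction, the deposited log2 table, median scaling in place of quantile normalization, no filter on detection, a detection threshold of 0.01, a variance trend in eBayes, slide as a random block, the replicate letter as a block, leaving out each array, the mean of a gene's probes, and a minimum change of 1 on the log2 scale. Median scaling over the tested probes, and a slide correlation taken from the replicate pairs, were added after seeing the data. The other processing used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The siRNA screen data and the primary macrophage arrays were not analysed here.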

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

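The tests of the cell cycle genes and of the balance between higher and lower genes were chosen after those results were seen, and the test of the detection threshold was set beforehand. The paper uses the arrays for detection and reports no comparison of LPS with untreated cells, so the following values are signals in data that it did not analyse. Interferon-stimulated genes were higher with LPS in 31 of 31 tested cases. Chemokine genes were higher in 11 of 12 tested cases. Changes of at least 8-fold upward were found for 98 genes. Hdc, which encodes histidine decarboxylase, was higher by 6.20 on the log2 scale (standard error 0.135, adjusted p = 7.45e-07), in both LPS arrays against both untreated arrays, and its other probe rose by 4.73; of the 10 markers of mast cells and basophils it was the only one detected.

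Genes of DNA replication and cell cycle were lower with LPS, 21 of 25. At the preset correlation camera gave an adjusted p of 5.73e-07 in the same direction with median scaling. That scaling shifts all probes of an array alike, and camera sets the list against other genes, so this test cannot exclude scaling. With an estimated correlation, which was run on the quantile normalized values only, the list did not pass (adjusted p = 0.0796). Camera then has the few degrees of freedom of 4 arrays. The estimate was 0.0156, near the preset 0.01, so correlation between genes accounts for little of this loss. The camera result passed at the preset correlation only. By fry, which does not compare a list with other genes, the list passed downward (adjusted p = 0.00129). The counts of members answer a narrower question. With quantile normalization 21 members were lower, and with median scaling 25. Under median scaling 6296 of all 6789 changed genes were lower, so that count could hardly go the other way. With median scaling over the tested probes, where most changed genes were higher, 21 members were lower. By this last count, the choice among these scalings does not account for the fall of this list. Nor does 1 array out of place account for it, since the largest adjusted p with 1 array left out was 1.39e-08, also at the preset correlation. A difference between slides stays open: each slide holds arrays of 1 condition only, so slide and LPS cannot be told apart for this list or for any other gene. Slide as a random block, which left the log2 changes as they were and widened their error, gave 14 members past the threshold. An effect of LPS on the growth of these cells may contribute, which no measurement of cell numbers on these samples tests. The sample labels give 0 h of incubation for untreated cells, where the paper gives 4 h. If the labels hold, time of incubation cannot be told apart from LPS either.

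More genes were lower than higher with LPS, 2141 against 1378. Scaling between arrays may account for this imbalance, since 39.2% of changed genes were higher with quantile normalization, 7.26% with median scaling over all probes and 63% with median scaling over the tested probes. The untreated arrays also had a higher 95th percentile of signal over the median than the LPS arrays. No biological explanation of the imbalance was tested.

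Detection at p under 0.1 may include probes that read background. Olfactory and vomeronasal receptor probes passed at up to 6.35% in an array, between the bounds of 5% and 10% set for this test, and 3.93% passed on both arrays of at least 1 condition, the rule behind the gene counts, so background and expression at a low level cannot be told apart by it for probes near the threshold.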

How the results depend on the processing

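Median scaling over the tested probes and the slide correlation were added after seeing the data. The planned random block by duplicateCorrelation gave no value for 4 arrays and was not run, and a correlation of 0.732 taken from the replicate pairs was used in its place, for counts and single genes only. That correlation sets the untreated pair on 1 slide against the LPS pair on 2 slides. It therefore counts any wider spread of cells given LPS as a difference between slides. The cause was not tested for the changes below unless one is named. Of 10157 genes, 3519 passed (1378 higher, 2141 lower). The total was 6789 with median scaling (493 and 6296), 1666 with slide as a random block (744 and 922), 1098 at a change of at least 1 (572 and 526, by the added condition), and 1359 to 5332 with 1 array left out (661 to 2363 higher, 698 to 3088 lower). Median scaling over the tested probes gave 3263 higher genes. Fits without 1 array assume that the lone array varies like the other condition, whose pair then sets the spread. No background correction gave 3244 genes, the deposited table 3177, no filter on detection 2774, a detection threshold of 0.01 3573, a variance trend 3624 and the mean of probes 3632. The replicate letter as a block gave 3948 genes; the letters share only a label, and the deviations of arrays of the same letter correlated at 0.145. With this block Spi1 passed (0.56, adjusted p = 0.0183). Of the lists, 11 passed camera and 0 did with an estimated correlation, where camera has only the few degrees of freedom of 4 arrays. The ribosomal list turned direction without passing without the filter on detection (adjusted p = 0.928) and without LPS replicate B, in a range of 0.505 to 0.78 with 1 array left out. With median scaling the log2 changes of Ikbkg (-0.59), Spi1 (-0.22), Srebf2 (-0.40), Rpl30 (-0.21), Aif1 (-0.15) and Adgre1 (-0.21) turned negative. With median scaling over the tested probes those of Ppib (0.12) and Klf4 (0.11) turned positive, and Ppib ran from -0.17 to 0.095 with 1 array left out, the latter without LPS replicate A. Ikbkg was at -0.98 and -1.21 without LPS replicates A and B, where another probe was its brightest, at 0.24 or less with an untreated array left out, and at -0.39 as a mean of its probes. For candidates that scored in all 4 groups the odds ratio of a change with LPS was 1.26 in place of 0.861, with Fisher's exact p of 0.605 and 0.662. The former sets 18 genes against 316 others, which include the remaining candidates. Total counts of detected genes, in all and in Supplementary Table 1, stayed within 1.5 times the reported ones in every alternative run. Counts of genes detected in 1 condition alone did not, nor did the count of matched genes of Supplementary Table 1 that were not detected. The 95th percentile of signal over the median was 6.59 and 7.47 in the LPS arrays and 10.1 and 12 in the untreated arrays, and whether this limits calls of dim genes was not tested.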

Differences from the paper's values

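No value that could be set beside the paper's differed by more than 1.5 times. Apart from the number of secondary screen genes with expression, these values are recounts of Supplementary Table 1 by the paper's own rules. Their agreement was thus fixed and tests no array value. The paper's number of secondary screen genes with expression in macrophages is 366, over RAW G9 cells and primary macrophages; 284 of them were detected in the RAW G9 arrays alone, and 244 to 307 under the detection settings fixed in advance, none of which reaches the paper's number. The primary macrophage arrays were not analysed here, and 32 genes could not be matched to a probe. The paper describes the files of the single arrays as log2 signal, while their values are on a linear scale.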

Other observations

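The tests of the candidates were set before their results were seen, and the other values here are descriptions. Cholesterol synthesis and uptake genes were lower in 7 of 15 tested cases and higher in 1 (7 and 2 when adjusted over the list alone), with the mevalonate decarboxylase gene Mvd at a log2 change of -1.24 (standard error 0.138, adjusted p = 0.00068) and the sterol reductase gene Dhcr7 at -1.22 (adjusted p = 0.00147), both in 2 of 2 LPS arrays. The list did not pass camera (adjusted p = 0.159, and adjusted p = 0.427 with an estimated correlation), but did so without the filter on detection (0.0339), with median scaling (0.0471) and with median scaling over the tested probes (0.0279). By fry, which does not compare a list with other genes, it passed downward (adjusted p = 0.0235). Without untreated replicate A, without untreated replicate B and with slide as a random block 3 members were lower and 0 higher; 4 were lower without the filter on detection, and with median scaling 12 were lower and 0 higher. The gene that was higher, Srebf2, a regulator of this pathway (0.47, adjusted p = 0.0304), did not pass without untreated replicate A (adjusted p = 0.169), without untreated replicate B (0.277), with slide as a random block (0.198) or as a mean over its probes (0.0819), and 2 genes were higher without LPS replicate A.

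Genes of macrophage identity, scavenging and lysosome went both ways, with 4 of 20 higher and 4 lower (6 and 4 when adjusted over the list alone). The Fc receptor gene Fcgr1 rose by 2.01 (standard error 0.173, adjusted p = 0.000198), while Fcgr3, another Fc receptor gene, fell by 1.20, Csf1r fell by 0.92 and Trem2, a lipid receptor gene, fell by 0.69; Cebpa was the other lower gene. Csf1r did not pass without the filter on detection (adjusted p = 0.0612) or without untreated replicate B (0.0755), and Trem2 did not pass with slide as a random block (0.0625), without untreated replicate A (0.0563) or without untreated replicate B (0.105). Fcgr2b (0.53), Aif1 (0.69) and Adgre1 (0.67) were the other higher genes, none of which passed with median scaling, with slide as a random block, without the filter on detection, without untreated replicate A or without untreated replicate B. With median scaling 1 gene was higher and 8 were lower, with median scaling over the tested probes 10 and 4, and with slide as a random block and without the filter on detection 1 and 3. The counts were 5 and 6 without LPS replicate A, 8 and 5 without LPS replicate B, 1 and 3 without untreated replicate A and 1 and 2 without untreated replicate B. The median log2 change was -0.07 and the mean 0.0022, camera pointed up and fry down, and neither passed (adjusted p = 0.647 and 0.281; adjusted p = 0.714 with an estimated correlation). Of 13 glycolysis genes, the glucose transporter gene Slc2a1 rose by 1.41 and the lactate transporter gene Slc16a3 by 0.80, which did not pass with median scaling (adjusted p = 0.867), with slide as a random block (0.061) or without untreated replicate B (0.104); none was lower (camera adjusted p = 0.36, and adjusted p = 0.696 with an estimated correlation). With median scaling 1 glycolysis gene was higher and 7 were lower; 2 were lower without background correction and in the deposited log2 table, 1 as a mean of probes, and 4 and 1 without LPS replicates A and B, and 4 were higher without LPS replicate B. Of 44 cytosolic ribosomal protein genes, Rpl29 (0.64) and Rpl30 (0.49) were higher and Rpl22 was lower (-1.41, adjusted p = 0.000262), with 0 and 1 when adjusted over the list alone; without untreated replicate A, without untreated replicate B, with slide as a random block (adjusted p = 0.123 for Rpl29 and 0.219 for Rpl30) and without the filter on detection (0.12 and 0.0602) none was higher, without LPS replicate A 4 were higher and without LPS replicate B 3 were lower. The median change of this list was -0.01 and the mean -0.03, against a camera direction of up (adjusted p = 0.647; adjusted p = 0.84 with an estimated correlation), but the list passed camera upward with median scaling (adjusted p = 0.0126) and with median scaling over the tested probes (0.000192). The single genes split by scaling, with 0 higher and 7 lower under the former and 32 higher and 1 lower under the latter. S100a8, a neutrophil marker that macrophages can express, rose by 0.85 (adjusted p = 0.0039), which did not pass with median scaling (0.13, adjusted p = 0.589) or without untreated replicate A (0.70, adjusted p = 0.0727), and of the other detected markers of other cell types only Hdc passed.

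Whether the candidate regulators of Supplementary Table 1 have a higher array signal than the other genes of that table was tested over genes, which are not independent replicates. The paper kept all genes of the table for their expression in macrophages, partly by calls on these arrays. Both groups were thus selected partly on this same signal, so the test does not bear on screened genes outside the table. The signal of a probe also depends on its affinity, so signals of different genes are not levels of expression on 1 scale, and genes that were not detected enter at background. The mean log2 value was 7.78 for 72 candidates and 7.50 for 262 other genes, a difference of 0.28 (two-sided permutation test, p = 0.411), and over detected genes alone 8.37 for 61 and 8.03 for 223 (p = 0.333). The difference was 0.22 to 0.39 in the alternatives run, with permutation p from 0.333 to 0.526. The 0.39 belongs to another comparison, of 18 genes that scored in all 4 groups with 316 others, which include the remaining candidates.

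Whether LPS changes the candidates more often than the other genes of the table was tested over genes too, with the same selection of both groups. Of the candidates 26.4% passed the threshold and of the other genes 29.4% (odds ratio 0.861, two-sided Fisher's exact test, p = 0.662). Genes that were not detected were not tested and count as unchanged in these shares. Over the tested genes alone 19 of 61 candidates (31.1%) and 77 of 223 other genes (34.5%) passed (odds ratio 0.858, two-sided Fisher's exact test, p = 0.65). Neither test passed its threshold, which does not show that the groups are alike.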
